# Glycosylation of dentin matrix protein 1 is a novel key element for astrocyte maturation and BBB integrity

**DOI:** 10.1007/s13238-017-0449-8

**Published:** 2017-08-18

**Authors:** Bo Jing, Chunxue Zhang, Xianjun Liu, Liqiang Zhou, Jiping Liu, Yinan Yao, Juehua Yu, Yuteng Weng, Min Pan, Jie Liu, Zuolin Wang, Yao Sun, Yi Eve Sun

**Keywords:** blood-brain barrier, dentin matrix protein1, glycosylation, astrocyte, cell adhesion, proteoglycan

## Abstract

The blood-brain barrier (BBB) is a tight boundary formed between endothelial cells and astrocytes, which separates and protects brain from most pathogens as well as neural toxins in circulation. However, detailed molecular players involved in formation of BBB are not completely known. Dentin matrix protein 1 (DMP1)-proteoglycan (PG), which is known to be involved in mineralization of bones and dentin, is also expressed in soft tissues including brain with unknown functions. In the present study, we reported that DMP1-PG was expressed in brain astrocytes and enriched in BBB units. The only glycosylation site of DMP1 is serine89 (S89) in the N-terminal domain of the protein in mouse. Mutant mice with DMP1 point mutations changing S89 to glycine (S89G), which completely eradicated glycosylation of the protein, demonstrated severe BBB disruption. Another breed of DMP1 mutant mice, which lacked the C-terminal domain of DMP1, manifested normal BBB function. The polarity of S89G-DMP1 astrocytes was disrupted and cell-cell adhesion was loosened. Through a battery of analyses, we found that DMP1 glycosylation was critically required for astrocyte maturation both *in vitro* and *in vivo*. S89G-DMP1 mutant astrocytes failed to express aquaporin 4 and had reduced laminin and ZO1 expression, which resulted in disruption of BBB. Interestingly, overexpression of wild-type DMP1-PG in mouse brain driven by the nestin promoter elevated laminin and ZO1 expression beyond wild type levels and could effectively resisted intravenous mannitol-induced BBB reversible opening. Taken together, our study not only revealed a novel element, i.e., DMP1-PG, that regulated BBB formation, but also assigned a new function to DMP1-PG.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s13238-017-0449-8) contains supplementary material, which is available to authorized users.

## INTRODUCTION

The blood-brain barrier (BBB) is a specialized and dynamic system that controls material transport from circulation to brain parenchyma, and protects brain from toxic substances in the blood. BBB allows passages of water, some gases, lipid-soluble molecules, and selective transport of some molecules, while acts as a pathogen-insulating barrier to create an immune privileged microenvironment within the central nervous system (CNS) (Persidsky, et al., 2006; Alvarez, et al., 2011).

Multiple types of cells are well organized in BBB, which include endothelial cells, astrocytes, and pericytes (Zhao et al., 2015; Attwell et al., 2010; Knowland et al., 2014; Armulik et al., 2010; Dalkara and Alarcon-Martinez, 2015). Among these cells, astrocytes are the most abundant cells in the brain, which wrap around endothelial cells by using their endfeet to hermetically-seal the crevice between endothelial cells (Romero et al., 2003; Wolburg and Lippoldt, 2002). The soma of astrocytes extends out thick and short primary processes, which branch extensively in brain parenchyma, forming polarized terminal end feet to encase blood vessels. Perivascular astrocyte end feet, along with targeted endothelial cells of the cerebral blood vasculature, form waste-clearance channels between astrocytes and blood vessels, creating a glymphatic drainage system in brain.

Although BBB is such an important boundary structure of the brain and its disruption is believed to be associated with many neurological disorders, very little is known about the molecular mechanisms regulating the structure and function of BBB. A recent study reveals that astrocytic glycoproteins, laminin-111 and laminin-211 regulate pericyte differentiation and maintain the integrity of BBB (Yao et al., 2014). Another study indicates a novel role for laminin-dystroglycan interactions in mediating integrations between astrocytes and endothelial cells, which participate in regulating the function of BBB (Menezes et al., 2014).

Dentin matrix protein1 (DMP1) is first discovered in a cDNA library of odontoblasts, which turns out to be essential for maturation of odontoblasts and osteoblasts (George et al.,^1993^; George et al.,^1995^). DMP1 is proteolytically processed into two fragments, with the C-terminal being the key fragment for biomineralization, which is absolutely critical for bone development (Feng et al., 2006; Lorenz-Depiereux et al., 2006). Interestingly, the N-terminal of DMP1 is glycosylated to become a chondroitin sulfate enriched proteoglycan, which also positively regulates osteogenesis (Qin et al., 2006; Sun et al., 2015). DMP1 is found to be expressed in non-mineralized tissues as well, including brains and muscles (Terasawa et al., 2004; Rowe et al., 2000). Our preliminary data showed that the major form of DMP1 in the brain was DMP1-proteoglycan. We therefore assumed that glycosylated DMP1 might have unique biological functions in the central nervous system (CNS). In mouse, DMP1 has only one serine glycosylation site (Ser89), which is highly conserved among species and could be modified by chondroitin 4-sulfate glycosaminoglycan (Qin et al., 2006). It is also known that glycosylation of DMP1 can be fully eradicated in HEK-293 cells by the S89G substitution mutation (Peng et al., 2008). In bone tissues of S89G-DMP1 mutant mice, this mutation dramatically reduces glycosylation levels of DMP1, confirming Ser89 is a key glycosylation site (Sun et al., 2015). In addition, we found that expression of DMP1 in brain tissues was enriched in astrocytes within the BBB unit. In this study, we employed S89G-DMP1 mutant mice to uncover the function of DMP1-PG during astrocytes maturation and maintenance of BBB integrity.

## RESULTS

### DMP1 was expressed in BBB units and acted as proteoglycan

DMP1 is an extracellular matrix (ECM) protein. The expression of DMP1 was detected in mouse brain, especially in the blood-brain barrier unit (Fig. 1A). BBB is composed of GFAP positive astrocyte end feet wrapping around blood vessels, which completely seals blood vessels, insulating brain tissues from circulation. DMP1 was found to co-localize with GFAP rather than lectin in BBB units, even though both GFAP and DMP1 were expressed around lectin, which outlined the vasculature. This observation suggested that DMP1 was more associated with astrocytes than endothelial cells.

**Figure 1:**
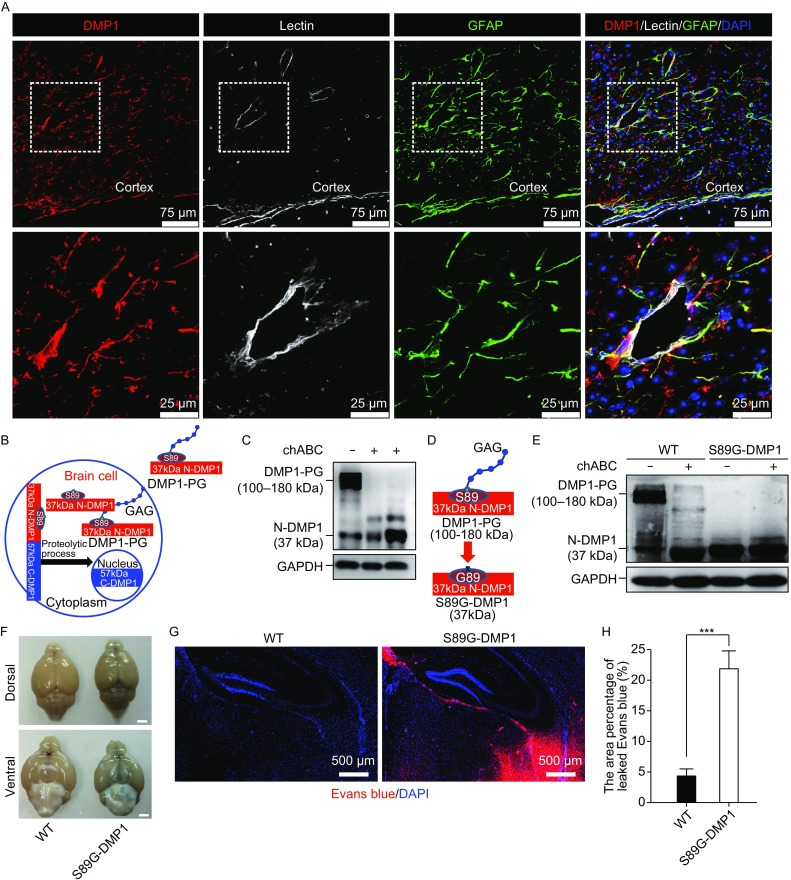
**DMP1 is expressed in BBB units and acts as a proteoglycan to regulate BBB function**. (A) Immunofluorescence images of lectin labeled mouse brain vasculatures, which are wrapped around by astrocytic end feet, positive for GFAP and DMP1. DAPI labels nuclei. (B) A schematic diagram of DMP1 full-length protein, as well as C-DMP1 and N-DMP1 after cleavage. N-DMP1 can be glycosylated on S89. (C) ChondroitinaseABC treatment was used to demonstrate that N-DMP1 was glycosylated; (D) Knock-in mouse strategies to change S89 to glycin, which eliminates N-DMP1 glycosylation; (E) Immunoblot showed that S89G-DMP1 brain was devoid of N-DMP1-PG. (F) Brains dissected from mice injected with Evans blue intraperitoneally; (G) After perfusion, brain sections were used to examine Evans blue directly under fluorescent microscope. (H) Quantification of brain areas leaked with Evans blue. At least 9 random captures from 3–4 mice per genotype were quantified. ***, *P* < 0.001, mean ± SEM

DMP1 can be detected in four protein forms: 57 kDa DMP1 C-terminal (C-DMP1), 37 kDa DMP1 N-terminal (N-DMP1), glycosylated N-terminal core protein (N-DMP1-PG, also referred to as DMP1-PG), and a small amount of non-processed full-length DMP1 (Fig. 1B). A high molecular weight of N-DMP1 was detected by Western blot of brain lysate using N-terminal specific antibodies, which could be converted to 37 kDa core N-DMP1 by Chondroitinase ABC (chABC) (Fig. 1C). To reveal the role of glycosylation of DMP1, we generated a point mutation of DMP1 glycosylation site in a mouse model (S89G-DMP1) through homologous recombination (Fig. 1D). In this model, the glycosaminoglycan (GAG) chain of DMP1 was largely removed (Fig. 1E).

### Point mutation of DMP1 glycosylation site led to BBB disruption

To assess the function of BBB in S89G-DMP1 mutant mice, we injected Evans blue intraperitoneally and observed leakage of this dye into the brain parenchyma of mutant mice (Fig. 1F–H). Quantitative analysis showed that, in comparison with wild type controls, the area with Evans blue leakage in brain parenchyma was dramatically increased (*P* ≤ 0.001 vs. WT). This assay indicated that BBB integrity was compromised in S89G-DMP1 mice. Previous studies on dentinogenesis and osteogenesis have shown that C-DMP1 is an important element in regulating bone development and mineralization (George et al., 1995; Feng et al., 2006). We created brain-specific conditional C-DMP1 knockout mice by crossing C-Dmp1^flox/flox^ mice with Nestin-Cre transgenic mice. The brain-specific knockout of C-DMP1, surprisingly, did not lead to BBB disruption (Fig. S1), suggesting that N-DMP1 (rather than C-DMP1) was important for BBB structure and/or function.

### S89G-DMP1 inhibits astrocytes to locate to and wrap around blood vessels

To study the ultrastructure of BBB units, we examined the retrosplenial granular cortex (RSG), where GFAP expression was abundant, from wild type and S89G-DMP1 mice using transmission electron microscope. Cell adhesions between astrocytes and endothelial cells (Fig. 2A) as well as between astrocytes and astrocytes (Fig. 2B) in S89G-DMP1 mice appeared to be disrupted based on broadened space and/or disappearance of electron-dense structures between cells (Fig. 2A and 2B). Using GFAP immunofluorescent staining together with lectin, we found that S89G-DMP1 mutant mice had less astrocyte end feet wrapping round blood vessels (Fig. 2C and 2D). We quantified the fluorescence intensity of DMP1 expression in brain and found that DMP1 protein expression level did not change (Fig. S5A and S5B). To identify whether deglycosylation has an impact on the expression of *Dmp1*, we examined the *Dmp1* mRNA expression levels by using qPCR in different brain regions. We found that the *Dmp1* mRNA expression level was significantly increased in both WT and S89G-DMP1 brain after birth (Fig. 2E and 2F). However, S89G-DMP1 mutation did not significantly change cortical *Dmp1* mRNA levels, while in other brain regions small changes might occur.

**Figure 2:**
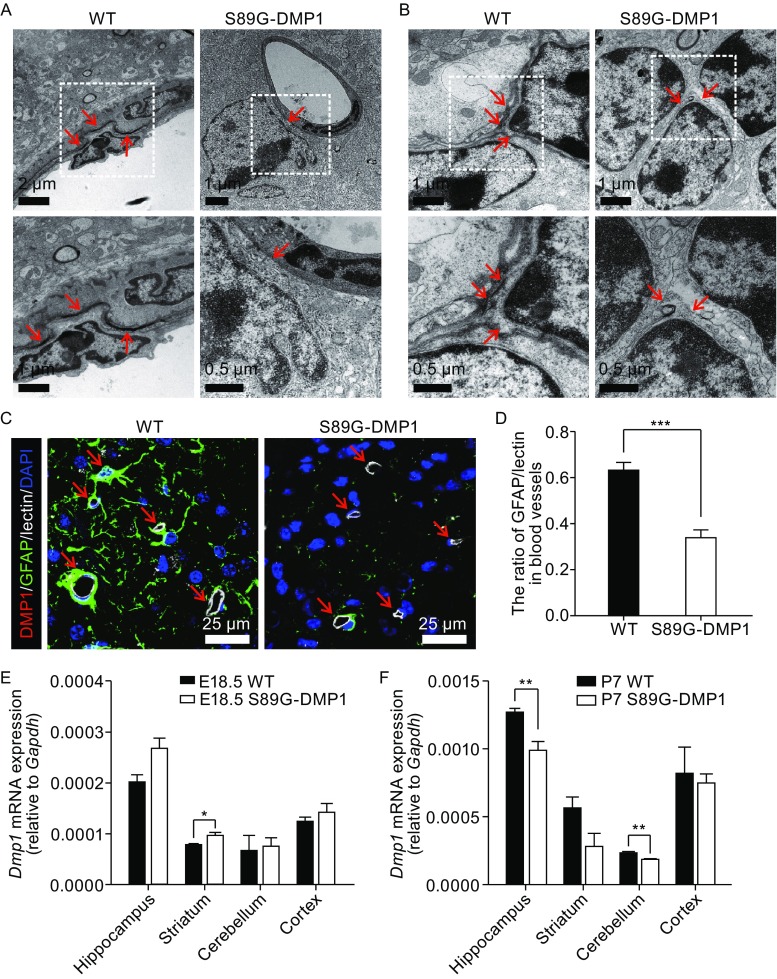
**S89G-DMP1 inhibits astrocytes to locate to and wrap around blood vessels**. (A) Transmission electron microscope showed loosened cell adhesion between astrocytes and vascular endothelial cells in the retrosplenial granular cortex (RSG) of S89G-DMP1 mice; and between astrocytes themselves (B); (C) Representative images of GFAP/lectin in the RSG, indicative of attenuated targeting of astrocytes to blood vessels in S89G mice; (D) Quantification plot for (C). ***, *P* < 0.001. At least 23 random captures from 7 mice per genotype were quantified. (E) Dmp1 mRNA decreased in different brain regions at embryonic Day 18.5 (*P* ≤ 0.05 vs. WT) and (F) at postnatal Day 7 (*P* ≤ 0.01 vs. WT). *n* = 3–4 mice per genotype

### S89G-DMP1 astrocytes manifested cell shrinkage and displayed loose cell contact

We isolated astrocytes from S89G-DMP1 adult mouse cortex and generated primary astrocyte cultures (Figs. 3A and S2). Cultures went through passaging in the presence of fetal bovine serum. The cellular composition of the subcultures was analyzed over a period of 3 weeks after immunostaining with an astrocyte marker GFAP. We observed that S89G-DMP1 astrocytes manifested cell shrinkage and displayed loose cell-cell contact (Fig. 3A and 3B), with the area of nuclei and cytoplasm significantly reduced and the ratio of nuclear to cytoplasmic areas dramatically increased (*P* ≤ 0.05 vs. WT, Fig. 3B). To clarify whether deglycosylation has an effect on the initiation of gliogenesis, we isolated and cultured neural stem cells (NSCs) from S89G-DMP1 mice and found that S89G-DMP1 NSCs demonstrated hyper proliferation *in vitro* compared to WT (Fig. S3A and S3B). Interestingly, neurospheres derived from NSCs of S89G-DMP1 mice were quite heterogeneous in size, (Fig. S4A and S4B), suggesting that different NSC clones might respond differently towards DMP1 S89G mutation. To determine whether glycosylation of DMP1 affects NSC differentiation potentials, we removed mitogens EGF and bFGF from NSC cultures to allow spontaneous differentiation. We observed that deglycosylation of DMP1 had no effect on NSC spontaneous differentiation into neurons or astrocytes (Fig. S3C and S3D). In addition, there were no differences in cell apoptosis between WT and S89G-DMP1 NSCs (Fig. S3E and S3F). These data suggested that DMP1 glycosylation was mainly involved in astrocyte maturation.

**Figure 3:**
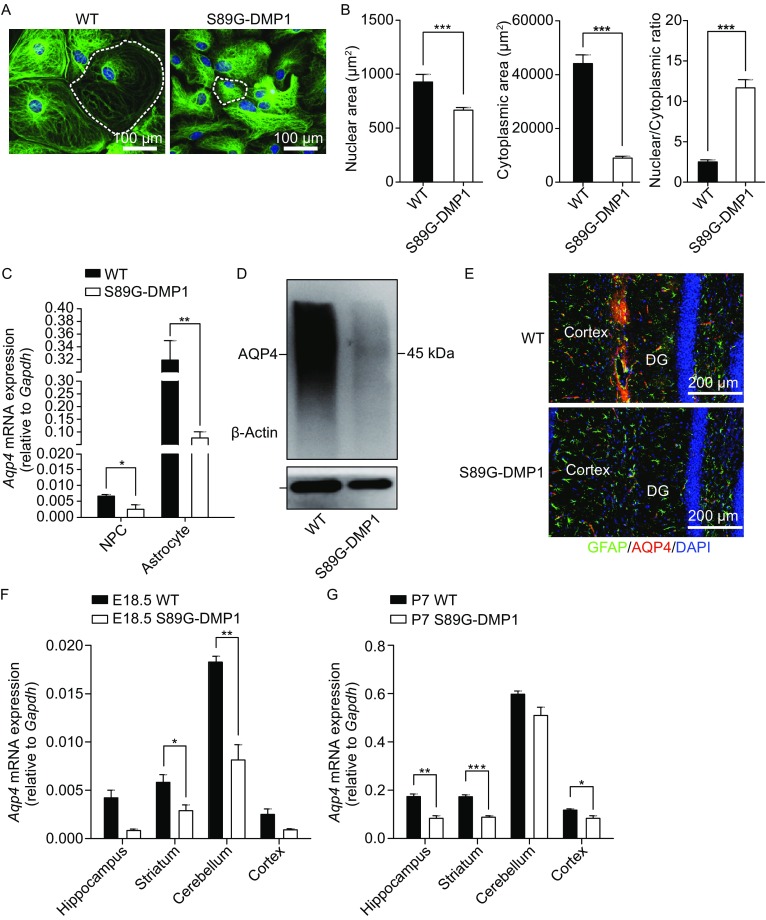

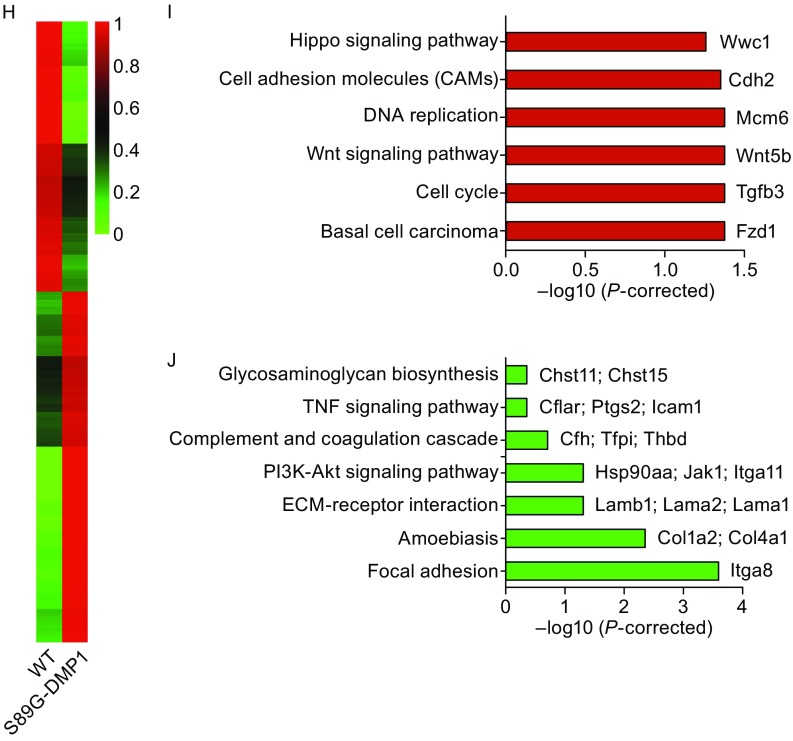
**Reduction of astrocyte volume and AQP4 expression in S89G-DMP1 astrocytes**. (A) Primary astrocytes cultures derived from S89G-DMP1 showed shrinkage in morphology; (B) The ratio of nucleus to cytoplasm decreased in S89G-DMP1 astrocytes; *n* = 32 cells for WT; *n* = 104 cells for S89G-DMP1. (C) AQP4 mRNA expression and (D) protein expression were decreased in astrocytes differentiated from NSCs; (E) Immunofluorescence staining showed decreased AQP4 protein expression in S89G-DMP1 cortex; (F) AQP4 mRNA in different brain regions of WT and S89G-DMP1 mice at embryonic Day 18.5, and (G) at postnatal Day 7; *n* = 3–4 mice per genotype. (H) Heatmap of differentially expressed genes in S89G-DMP1 astrocytes compared to WT controls; up-regulated (I) and down-regulated KEGG pathways (J) in S89G-DMP1 astrocytes

### AQP4 expression was attenuated in S89G-DMP1 astrocytes

Aquaporin-4 (AQP4) expression represents normal polarity of astrocyte at BBB. To investigate the association between BBB disruption and astrocyte phenotype, we examined changes in *Aqp4* mRNA and protein levels both *in vitro* and *in vivo*. We directly differentiated primary NSCs into astrocytes in the presence of BMP-2 and LIF, and found that AQP4 expression levels increased significantly after NSC differentiation into astrocytes. However, AQP4 expression was significantly lower both in NSCs and after their differentiation into astrocytes with S89G-DMP1 mutation (Fig. 3C and 3D). Immunofluorescence staining also showed that AQP4 protein expression decreased dramatically in cortex (Fig. 3E). Moreover, we found that *Aqp4* mRNA levels of S89G-DMP1 mice significantly decreased also in cerebellum and striatum at E18.5 and in hippocampus, striatum, and cortex at P7 (Fig. 3F and 3G). Given that AQP4 is an important element for BBB function, such a strong phenotype with AQP4 is consistent with BBB functional disruption.

### Transcriptome changes in the S89G-DMP1 NSCs and astrocytes

To obtain an overall unbiased mechanistic insight into the biological function of DMP1 glycosylation in astrocytes, we performed RNA sequencing of WT and S89G-DMP1 primary astrocyte cultures. 

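RNA from primary astrocyte cultures of WT and S89G-DMP1 cortex was sequenced with 1 library per genotype, so every difference between these libraries lacks a replicate check. The authors removed reads with adapters, undetermined bases or low quality, aligned the rest with TopHat, and deposited the number of reads counted on each of 40562 genes together with FPKM values. The paper's text does not name the counting program or the genome build. A total of 14008670 reads were counted on genes in the WT library and 13016924 in the S89G-DMP1 library, and the 10 most abundant genes took 8.03% and 5.48% of them. The counts were scaled with edgeR's TMM factors to CPM, the counts relative to the scaled library total, and the log2 ratio of S89G-DMP1 to WT was computed with a prior count of 2 for the 15680 genes with at least 10 counts in either library. With library size alone as the scale, the median log2 ratio of all these genes was 0.30 in place of 0.01, so that the sign of small ratios depends on the scale. Where a library held at most 3 counts of a gene, the fold was computed against 3 counts and is a lower bound. Dmp1 itself, the gene that carries the mutation, had 2 counts in the WT library (0.158 CPM) and 8.26 CPM in the S89G-DMP1 library, which is at least 34.9-fold higher.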

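Of the 15680 genes counted in astrocytes, 2713 were at least 2-fold higher and 2010 at least 2-fold lower in the S89G-DMP1 library than in the WT library. Scaling by library size alone gave 3487 higher and 1515 lower genes, which moved the share of higher genes from 57.4% to 69.7%. Raising the threshold to 4-fold left 1354 higher and 813 lower genes. Among the higher genes, 643 had at most 3 counts in the WT library, and among the lower genes, 270 had at most 3 counts in the S89G-DMP1 library. Gria1, Cxcl15, Ddx3y, Cnpy1 and Mlc1 had the largest log2 ratios, with increases of at least 807-fold, 508-fold, 374-fold, 352-fold and 703-fold. Among the largest decreases were those of Tnxb, with a log2 ratio of -8.68 (2508 CPM in WT and 5.97 CPM in S89G-DMP1), Xist (-7.51), Moxd1 (-7.40) and Frzb (-7.38). The paper's Table 1 lists 1753 genes with a value for each library, of which 1746 matched a gene of the count table. For these genes, 3490 of the 3492 values were equal to the TMM-scaled CPM computed here, with CPM under 1 listed as 0. All 988 matched up-regulated genes were at least 2-fold higher. Among the down-regulated genes, 757 reached 10 counts, all of them lower, and 756 at least 2-fold. A further 2979 genes changed at least 2-fold outside Table 1, of which 749 reached the smallest larger value in that table, 9.79 CPM.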

We found significant changes in gene expression, including 991 genes being up-regulated and 762 genes being down-regulated (Fig. 3H, Table 1), which would be categorized into 13 pathways, according to Kyoto encyclopedia of genes and genomes (KEGG) analysis (Table 2). Among these pathways, molecules in the TGF-beta signaling pathway, ECM interaction and focal adhesion pathway were down-regulated (Fig. 3J), whereas Wnt signaling and cell cycle pathway were up-regulated (Fig. 3I). These results suggested that glycosylation of DMP1 was involved in cell proliferation and differentiation. Moreover, cell-cell adhesions seemed to be one of the main functions of glycosylated N-DMP1, supporting the notion that glycosylated N-DMP1 from astrocytes assure proper structure and function of BBB through organizing ECM (Laminins, integrins, collagens, and etc.), therefore acting as a key molecular regulator for BBB.

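All 17 genes printed in Fig. 3J were lower in the S89G-DMP1 library under every scaling and filter in which they were counted, with log2 ratios from -1.04 for Lamb1 to -7.27 for Thbd. All 6 genes printed in Fig. 3I were higher, from 1.22 for Mcm6 to 3.68 for Wnt5b. For a wider view, lists of genes per pathway were set against 10000 random lists of the same size and mean expression. Of 50 focal adhesion genes counted, 33 were lower and 17 higher, 13 of them at least 2-fold lower and 3 at least 2-fold higher. Their median log2 ratio was -0.18, at percentile 53.3 of the random lists, and it turned to 0.11 when the counts were scaled by library size alone. Their summed expression went from 56004 CPM in WT to 29962 CPM in S89G-DMP1 astrocytes, of which Fn1 alone held 30490 and 11273 CPM. For 45 TGF-beta signaling genes the median was -0.10 (percentile 46.6), with 24 genes lower and 21 higher, and 0.19 by library size alone. Tgfb3, which Fig. 3I places among the up-regulated genes, had a log2 ratio of 1.57. The 62 Wnt signaling genes had a median of 0.25 (percentile 99.5), with 42 higher and 20 lower, and stayed above 0 under each scaling. The 76 cell cycle genes had a median of 1.35, above all random lists, with 68 higher and 8 lower. The 30 DNA replication genes had a median of 1.08, also above all random lists, with 26 higher. These percentiles describe these libraries only.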

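Among the 76 cell cycle genes, 50 were at least 2-fold higher and 0 at least 2-fold lower in the S89G-DMP1 astrocyte library. Mki67 went from 14.5 CPM in WT to 230 CPM in S89G-DMP1 (log2 ratio 3.98), Top2a from 20.1 to 185 CPM (3.19), and Ccnb1 from 1.97 to 38.1 CPM (4.17). Genes of neural progenitors and of mature astrocytes were higher as well. The 9 neural progenitor genes counted were all higher, with a median log2 ratio of 5.87, or 5.44 with the genes at most at 3 counts in WT set to their bound. Sox2 went from 30 to 2705 counts (log2 ratio 6.22), and Nes from 9028 to 19706 counts (0.94). Of 15 astrocyte genes counted, 14 were higher, with a median of 3.27. Gfap rose from 90 to 901 counts (3.11), and Aqp4 from 8 to 4051 counts (8.50). These directions held when the counts were scaled by library size alone. Scaling cannot correct for a difference in the cells of the cultures. The libraries also differed in Xist (log2 ratio -7.51) and in summed fibroblast genes (6840 CPM in WT and 2316 CPM in S89G-DMP1). Midbrain genes summed to 15.2 CPM in WT and 461 CPM in S89G-DMP1. Differences in sex, cell types or region between the cultures therefore stay open as a source of these values.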

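The members of each family went both ways in the S89G-DMP1 astrocyte library. Of 10 laminin genes counted, 5 were higher and 5 lower, and their median log2 ratio was 0.11, or -0.03 with at least 50 counts in either library or 10 in both. Lama1 (-5.82), Lamc3 (-5.28), Lama2 (-1.65) and Lamb1 (-1.04) were at least 2-fold lower, whereas Lama5 (3.40) and Lama3 (at least 12.9-fold) were among the higher genes. Summed over the family, laminin expression was 2546 CPM in WT and 2240 CPM in S89G-DMP1 astrocytes. Of 25 genes with an integrin symbol, 14 were lower and 11 higher, 7 of them at least 2-fold in each direction, with Itga8 lowest (-5.69) and Itgb8 highest (4.80). This list also holds Itgbl1, which encodes an integrin-like protein (-5.08). The integrin genes had a median of -0.22 (percentile 14.6 of random lists), which was 0.07 by library size alone. It was -0.39 (percentile 2.04) with at least 50 counts in either library and -0.21 (percentile 21.8) with at least 10 in both. Their sum was 5392 CPM in WT and 4027 CPM in S89G-DMP1 astrocytes. Of 38 collagen genes counted, 21 were lower and 17 higher, 11 at least 2-fold lower and 9 at least 2-fold higher. Their median was -0.15 (percentile 26.8), 0.14 by library size alone and -0.38 (percentile 2.73) with at least 50 counts in either library. It was -0.15 (percentile 37.0) with at least 10 counts in both libraries. Without fibroblast, mural and endothelial genes it was -0.03 (percentile 51.1). The sum of the collagens, 15066 CPM in WT and 6668 CPM in S89G-DMP1, fell with abundant members such as Col4a1 (3272 and 768 CPM), Col3a1 (1165 and 198 CPM) and Col1a2 (738 and 85.0 CPM), whereas Col11a1 (2.42) and Col22a1 (4.93) had higher log2 ratios. From the down-regulated adhesion pathways the paper proposes that glycosylated N-DMP1 from astrocytes keeps the structure and function of the BBB by organizing the ECM.

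**Figure D1:**
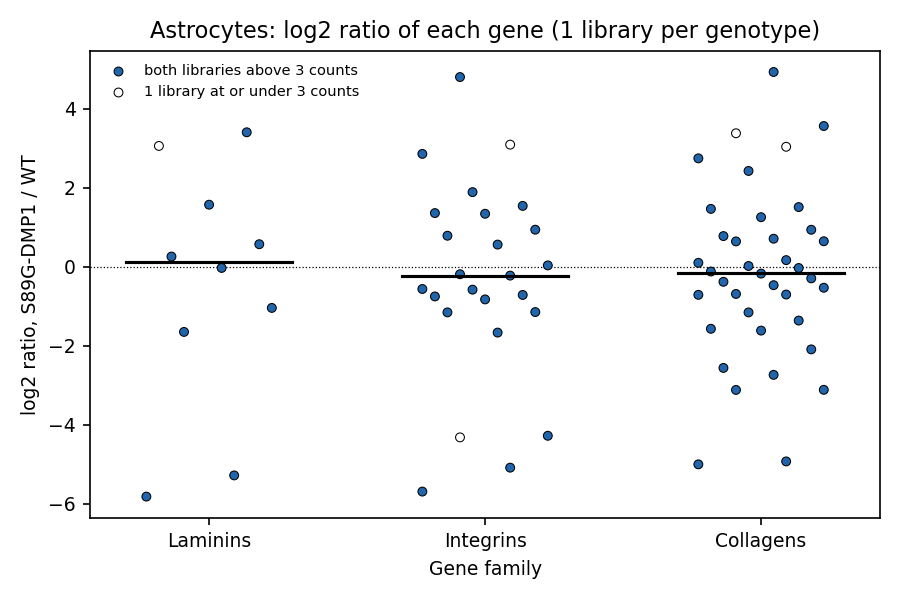
Log2 ratio of S89G-DMP1 to WT for each laminin, integrin and collagen gene with at least 10 counts in either astrocyte library, 1 library per genotype, scaled by TMM. Each point is a gene, open where a library held at most 3 counts, and the bars are the medians of 0.11, -0.22 and -0.15, of which the integrin and collagen medians change sign when scaled by library size alone and the laminin median under the stricter count filters.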

In addition, we cultured neurospheres in serum-free medium and found that the size of S89G-DMP1 neurospheres was no longer uniform as wild type ones. To further clarify whether there are changes in transcriptome as early as in NSCs, we performed transcriptome analyses. 

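RNA from neurosphere-derived NSCs was sequenced in 3 libraries of S89G-DMP1 and 3 of WT cells, which the sample labels number as triplicates of cells from the sub-ventricular zone. Whether the triplicates come from separate mice or from 1 culture is not stated in the paper's text. In the latter case, the p-values below cover only the spread between libraries of 1 culture per genotype. The deposited tables hold the reads counted on each of 47729 genes and TPM values, and the text does not say which program made them. Between 2354615 and 2510978 reads per library were counted in S89G-DMP1 NSCs (median 2392556) and between 2385557 and 2588130 in WT NSCs (median 2519533). Over the 11136 genes with a mean of at least 10 counts, libraries of the same genotype differed by a chi-square per gene of 1.07 to 1.51, where counting noise alone gives 1, and libraries of different genotypes by 3.17 to 4.06. The counts were filtered with edgeR's filterByExpr, which left 11194 genes, and scaled with TMM. Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. Dmp1 was low in these cells, with 18, 21 and 16 counts in the WT libraries and 6, 3 and 5 counts in the S89G-DMP1 libraries. Its normalized expression was 7.38 ± 0.902 CPM (SD, n = 3) in WT and 1.94 ± 0.624 CPM (SD, n = 3) in S89G-DMP1 NSCs. Its log2 fold change was -1.90 (standard error 0.38, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every WT library exceeded every S89G-DMP1 library (exact, 2-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change lay between -2.12 and -1.69 and stayed past the threshold.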

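At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 792 of the 11194 tested genes were higher and 981 lower in S89G-DMP1 than in WT NSCs. The setting that moved these numbers most was limma on log2(TPM + 1), with 32 higher and 70 lower genes, in values where some well counted genes are listed at 0. DESeq2 called 348 higher and 503 lower genes, and all 851 were among the genes called by edgeR. Most changes were small, since 49 of the higher and 109 of the lower genes changed at least 2-fold. Gm13736 and Gm28438, annotated as pseudogenes whose reads can be shared with related genes, had the largest increases, of at least 9.19-fold and 4.25-fold over a WT level of at most 3 counts. Car3 and Dchs2 were also among the largest increases, with log2 fold changes of 1.90 and 1.81. The largest decreases were those of Uba1y and Capn11 (at least 20.8-fold and 3.85-fold lower) and of Hmcn1, Syt1 and Npas4, with log2 fold changes of -3.12, -3.00 and -2.60. Of the genes in the paper's Table 3, 473 down-regulated and 341 up-regulated genes matched the count table, and 471 and 341 of them were tested. All of these had the direction of Table 3. The test called 471 of the down-regulated and 340 of the up-regulated genes, and the largest adjusted p among all of them was 0.063. A further 962 called genes are not in Table 3, and their median absolute log2 fold change was 0.35, against 0.43 for the genes of Table 3.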

Result indicated that compared to WT, 343 genes were up-regulated and 474 genes were down-regulated in NSCs of S89G-DMP1 mice, (Fig. S4C, Table 3). 

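GO terms themselves were not tested. In their place, 18 gene lists with at least 5 tested genes were compared between S89G-DMP1 and WT NSCs with camera, which asks whether the genes of a list rank higher or lower than the other genes, at a preset correlation of 0.01 and with Benjamini-Hochberg adjustment over the 18 lists. Of 79 ribosomal protein genes, 75 were higher in S89G-DMP1 NSCs, with a median log2 fold change of 0.18 (adjusted p = 1.6e-14, camera with Benjamini-Hochberg adjustment). Of these, 40 were called higher and 1 lower over all genes tested by edgeR, and 52 were called when adjusted over the list alone. DESeq2 called 22 of them higher and 1 lower over all genes. With the correlation estimated from the data, the adjusted p of this list was 0.164, the largest of its alternatives, which ranged from 1.1e-23. For the TGF-beta signaling genes, 14 were lower and 13 higher (adjusted p = 0.465, camera with Benjamini-Hochberg adjustment). The Wnt signaling genes, 22 lower and 20 higher, did not pass either (adjusted p = 0.465, camera with Benjamini-Hochberg adjustment), although 7 of them were called lower over all genes tested and 8 were called when adjusted over the list alone. DESeq2 called 2 of the Wnt genes lower over all genes and 1 over the list alone. The fit without S89G-DMP1 replicate 3 called 3 lower over all genes and 3 over the list alone.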

According to gene ontology (GO) analysis, changes in gene expression could be categorized into 11 pathways (Table 4). Among these pathways, again, molecules in the cell adhesion (laminins, integrins, CSPGs) were down-regulated, while gene involved in cell cycles were up-regulated. These data suggested that changes in the expression of cell adhesion and cell proliferation genes occurred as early as in NSCs and maintained after NSC differentiation into astrocytes with deglycosylation of DMP1.

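All 6 laminin genes tested were lower in S89G-DMP1 NSCs, with a median log2 fold change of -0.34 (adjusted p = 0.0024, camera with Benjamini-Hochberg adjustment). Lama4 (-1.08 ± 0.16, standard error), Lamb2 (-0.51 ± 0.16) and Lamc1 (-0.35 ± 0.06) were called over all genes tested by edgeR's quasi-likelihood test, and 4 laminins when adjusted over the list alone. Lamb2 lost its call in 4 of the 6 fits that each left out 1 library. Of 11 integrin genes, 9 were lower, with a median of -0.25 (adjusted p = 7.5e-08, camera with Benjamini-Hochberg adjustment). The called integrins were Itga4 (-1.66 ± 0.07), Itga9 (-1.66 ± 0.26), Itga8 (-1.41 ± 0.26), Itga7 (-0.54 ± 0.11) and Itgb1 (-0.14 ± 0.05), and 7 were called when adjusted over the list alone. Itgb1 lost its call in 5 of the 6 fits that each left out 1 library, with log2 fold changes from -0.20 to -0.10. Of 38 focal adhesion genes, 23 were lower and 15 higher, with a median of -0.02 (adjusted p = 0.0060, camera with Benjamini-Hochberg adjustment). Over all genes, 15 of them were called lower and 4 higher, and 23 when adjusted over the list alone. The CSPGs were split. Cspg4 (-0.56 ± 0.07), Vcan (-0.34 ± 0.07) and Ncan (-0.17 ± 0.05) were called lower, Ptprz1 (0.21 ± 0.04) and Bcan (0.18 ± 0.05) were called higher, where Ncan and Bcan each lost their call in 2 of the 6 fits that each left out 1 library, and the list of 6 did not pass (adjusted p = 0.317, camera with Benjamini-Hochberg adjustment; 5 called when adjusted over the list alone). Of 76 cell cycle genes, 69 were higher, with a median of 0.21 (adjusted p = 1.0e-11, camera with Benjamini-Hochberg adjustment), 36 were called higher and 3 lower over all genes, and 48 were called when adjusted over the list alone. Of 31 DNA replication genes, 29 were higher, with a median of 0.21 (adjusted p = 4.0e-06, camera with Benjamini-Hochberg adjustment), 11 of them called over all genes and 19 when adjusted over the list alone. DESeq2 called 18 cell cycle and 4 DNA replication genes higher over all genes. With the correlation estimated per list, the adjusted p of the integrin (0.0244) and cell cycle (0.0119) lists still passed, and those of the laminin (0.0805), focal adhesion (0.165) and DNA replication (0.0805) lists did not, while fry, a rotation test that needs no preset correlation, passed all 5. The directions of these lists held under each scaling of the counts.

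**Figure D2:**
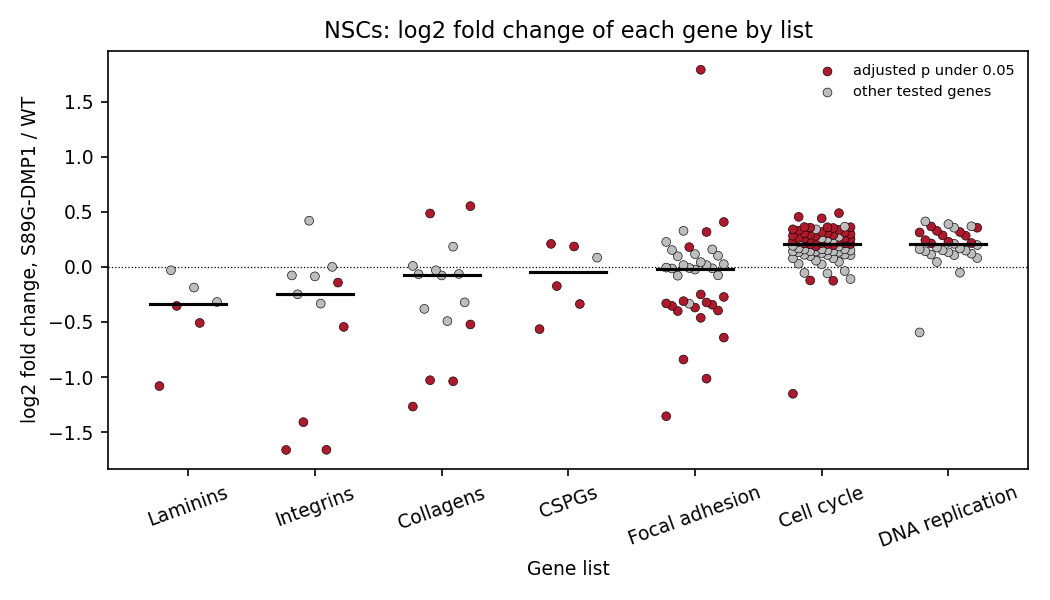
Log2 fold change of S89G-DMP1 to WT NSCs (3 libraries each) for each tested gene of 7 lists, with the median of each list as a bar. Genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test are red, and the other genes grey. The laminins lie below 0, whereas 69 of the 76 cell cycle genes lie above it.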

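Of the genes called between S89G-DMP1 and WT NSCs, 1733 were also counted in the astrocyte libraries, and 919 of them (53.0%, 95% exact binomial confidence interval 50.6 to 55.4) changed in the same direction there. Random draws of tested genes with the same expression gave 51.4%, which put the observed share at percentile 92.5. With the astrocyte counts scaled by library size alone, the share was 53.4% against 49.0% in random draws (percentile 100). For the called genes that changed at least 2-fold in NSCs, with the astrocyte counts scaled by TMM, it was 41.5% against 47.9% (percentile 4.83). Among the genes higher in S89G-DMP1 NSCs, 468 of 769 (60.9%) were also higher in S89G-DMP1 astrocytes, against 48.6% in random draws. Among the genes lower in NSCs, 451 of 964 (46.8%) were also lower in astrocytes, against 53.6% in random draws. By library size alone, these shares were 78.0% against 68.0% and 33.7% against 33.8%. All 36 cell cycle genes called higher in NSCs were also higher in astrocytes, as were 9 of 11 DNA replication genes and 6 of 40 ribosomal protein genes, which became 11 and 33 by library size alone. Among the genes called lower in NSCs, 1 of 3 laminins, 4 of 5 integrins, 1 of 3 CSPGs and 11 of 15 focal adhesion genes were also lower in astrocytes, which became 0, 4, 0 and 6 by library size alone. Itga8 was at least 2-fold lower in both cell types. Of 235 genes in both Table 1 and Table 3, 83 are up-regulated in both and 44 down-regulated in both, whereas 96 are up-regulated in astrocytes and down-regulated in NSCs and 12 the reverse. The astrocyte side of each comparison rests on 1 library per genotype. From the changes in both cell types the paper proposes that expression of adhesion and proliferation genes changes as early as in NSCs and stays changed after their differentiation into astrocytes.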

### DMP1 overexpression could resist the reversible opening of blood-brain barrier caused by mannitol

To further study the function of DMP1-PG in protection of BBB, we overexpressed DMP1 in mouse brain using a nestin promoter driver and established DMP1 overexpression transgenic mice, named DMP1-Tg (Fig. S5A and S5B). In DMP1-Tg mice, we observed that strong protective effect of DMP1-Tg on the blood-brain barrier, mainly by increasing the expression of laminin and ZO1 (Fig. 4A–D) without altering astrocyte polarity, morphology, and proliferation (Fig. S5C–F). These changes protected BBB to resist the osmotic pressure of mannitol on the opening of the blood-brain barrier.

**Figure 4:**
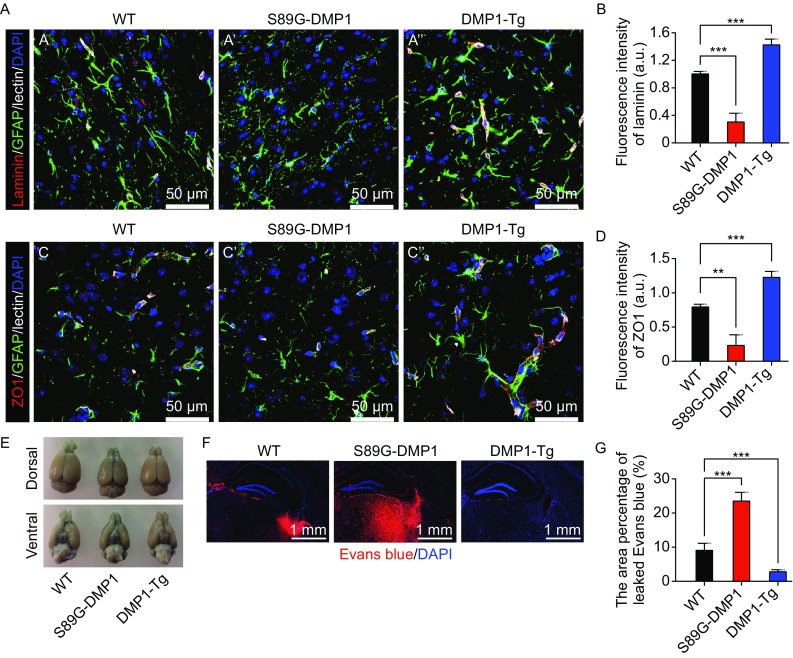
**Dmp1 overexpression could resist the reversible opening of blood-brain barrier caused by mannitol**. Mouse retrosplenial granular cortex showing expression of laminin (A) and ZO1 (C) at lectin-labeled vasculature, with GFAP immunofluorescence; (B) Quantification of (A); (D) quantification of (C); **, *P* < 0.01, ***, *P* < 0.001, mean ± SEM; a.u. represents arbitrary unit. At least 9 random captures from 3 mice per genotype were quantified. (E) Brains dissected from mice injected with Evans blue intraperitoneally immediately after tail vein injection of mannitol; (F) After perfusion, brain sections were used to examine Evans blue directly under fluorescent microscope. (G) Quantification of (F). ***, *P* < 0.001, mean ± SEM (Scale bar: 500 μm). At least 9 random captures from 3 mice per genotype were quantified

Rapid intravenous infusion of mannitol, can cause high osmotic pressure. Under high osmotic pressure, the tight junctions of cerebral vascular endothelium can be reversibly opened, which can promote entry of some molecules into the brain tissue. The opening of the blood-brain barrier also takes a certain amount of water from the brain tissue and produces a certain degree of vasodilation, thereby increasing cerebral blood volume, and leading to cerebrovascular endothelium distraction, which leads to further opening of tight junctions between brain endothelial cells (Bhattacharjee et al., 2001; Pan et al., 2000). We performed distal intravenous administration of mannitol, and assumed that overexpression of DMP1 could resist the vasodilation. Immediately after the administration of mannitol, we intraperitoneally injected Evans blue into the wild type C57 mice, the DMP1-Tg mice and the S89G-DMP1 mice. Respectively compared to two other groups, we found that specific overexpressed DMP1 in nestin positive cells could resist BBB reversible opening induced by mannitol (Fig. 4E–G). Both gain- and loss- of function studies strongly supported important roles of astrocytic DMP1 glycosylation in maintaining the structure and function of BBB.

## DISCUSSION

The BBB is mainly composed of brain microvascular endothelium, astrocytic end feet, pericytes, and basement membrane (BM) (Persidsky et al., 2006; Alvarez et al., 2011; Zhao et al., 2015; Armulik et al., 2010). Astrocytes tightly wrapped around blood vessels and formed a unique paracellular and transcellular barrier to protect brain parenchyma from blood-borne solutes. To accomplish the sealing function, astrocytic end feet target to vessels through cell-cell adhesions (Yao, et al., 2014), which are necessary to form the impermeable blood brain barrier. However, how astrocytic protein contributes to this process remains not fully understood.

We observed remarkable phenotypic shrinkage of astrocytes resulted from a lack of DMP1 glycosylation in cellular microenvironment, which was predictive of propensity for diverse diseases, including BBB disruption-mediated brain disorders (Fig. 5). The selective removal of glycosylation of DMP1 not only led to phenotypic shrinkage and cell polarity vanishing of astrocytes at BBB, but also caused hyper proliferation of NSCs and astrocytes. More importantly, we had discovered dramatic disruption of BBB in S89G-DMP1 mice. Conversely specific overexpression of DMP1 in mice was able to resist mannitol-induced BBB reversible opening. Both gain- and loss-of function studies strongly supported an essential role of DMP1 glycosylation in regulating BBB function.

**Figure 5:**
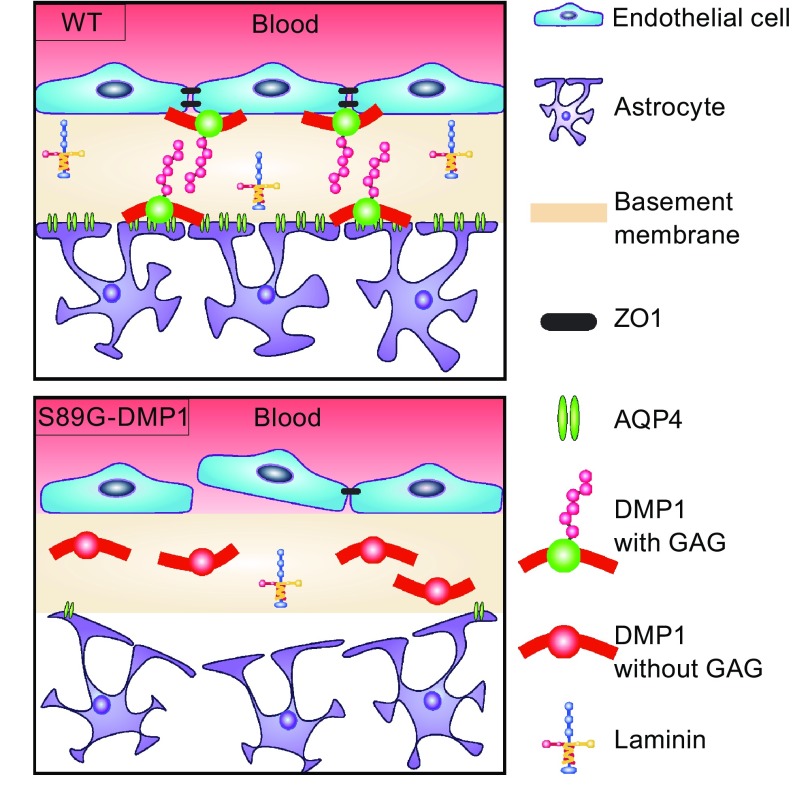
**Proposed model of how deglycosylation of DMP1 affects astrocyte maturation and BBB integrity**. Under physiological conditions, showed in WT, astrocytes could accurately target to brain blood vessels, wrap around vessels, and seal the cell gaps between endothelial cells through cell-cell interaction. When the GAG chain of DMP1 is lost during pathological state, astrocytes shrink, and signified by the reduction of AQP4 and laminin. As a result, astrocytes have attenuated their propensity of targeting to vessels, and fail to accomplish the sealing function, leading to BBB leakage

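For collagens in NSCs and CSPGs in astrocytes, members again went both ways. Of 15 collagen genes tested in NSCs, 11 were lower and 4 higher in S89G-DMP1 cells, with a median log2 fold change of -0.08 (adjusted p = 0.0135, camera with Benjamini-Hochberg adjustment). Over the 6 fits without 1 library, which tested 15 or 17 collagens, the median ranged from -0.33 to -0.05. Col5a1 (-1.27), Col18a1 (-1.04), Col27a1 (-1.03) and Col4a5 (-0.52) were called lower and Col12a1 (0.55) and Col16a1 (0.48) higher over all genes tested, and 6 were called when adjusted over the list alone. Col27a1, Col4a5 and Col12a1 each lost their call in 1 of the 6 fits without 1 library. The collagen list no longer passed with DESeq2's normalized counts (adjusted p = 0.0988, camera with Benjamini-Hochberg adjustment) or with the correlation estimated from the data (0.165), and its alternatives ranged from 0.0023 to 0.165. In the astrocyte libraries, the summed expression of the CSPG genes was 7311 CPM in WT and 2363 CPM in S89G-DMP1, which followed Bgn (6361 and 960.3 CPM) and Dcn (805 and 196 CPM). The brain proteoglycan genes Ncan, Bcan, Vcan, Cspg5 and Ptprz1 were higher in S89G-DMP1 astrocytes, with log2 ratios of 6.05, 4.05, 3.19, 2.38 and 2.16. These directions held under each scaling, with 1 library per genotype.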

Transcription analyses systemically, and in an unbiased manner, revealed that the main functions of DMP1 glycosylation was to sustain expression of ECM components including laminins, collagens, integrins, and CSPGs from astrocytes and/or NSCs, and at the same time suppressed cell proliferation, thus allowing astrocytes to stay in a more differentiated functional state. This could be the main underlying molecular mechanism by which DMP1 glycosylation regulated BBB structure and function.

It was quite surprising to discover that a bone and dentine mineralization regulator DMP1 was involved in regulating BBB. DMP1 is a molecule with two parts. The full length DMP1 is almost always cleaved into N-terminal and C-terminal moieties, thus full length DMP1 is hardly detectable (Qin, et al., 2006). The C-terminal moiety is known to play critical roles in regulating bone and dentine development, while the N-terminal facilitates osteogenesis (Sun, et al., 2015). Interestingly, the C-terminal moiety of DMP1 was not involved in BBB function because C-DMP1 knockout did not show BBB disruption. Glycosylation of the N-terminal DMP1, on the other hand, was crucial for regulation of BBB structure and function. This indicated that functional diversity of a single gene or protein could emerge from domain segregation as well as post-translational modifications of proteins.

BBB disruption has been associated with many neurological disorders, including Alzheimer’s disease (AD), amyotrophic lateral sclerosis, Parkinson’s and Huntington’s diseases (Sweeney et al.,^2015^; Winkler et al. 2013; Korczyn, 2015; Drouin-Ouellet et al., 2015). Using AD as an example, it is known that 70%–85% of amyloid-β (Aβ), a major component of AD pathology, is cleared from the brain through trans-vascular clearance across the BBB (Tarasoff-conway, et al., 2015). *APOE4*, an AD risk allele, is found to not only stimulate Aβ production, but also damages BBB and impairs the clearance of Aβ. (Deane et al., 2008; Huang et al., 2017). In human *APOE4*-expressing mice BBB breakdown precede neuronal dysfunction and behavioral deficits (Bell et al., 2012). Moreover, *APOE4* is found to increase BBB damage in AD patients (Zipser et al., 2007; Halliday et al., 2016). These evidences strongly indicate that BBB disruption is critically involved in the onset and progression of neurodegeneration, therefore finding key molecular regulators for BBB may open up a new path towards developing therapies to treat a number of neurological disorders. Taken together, our study not only revealed a novel function of DMP1 but also uncovered a novel factor regulating BBB structure and function, which would have potential therapeutic values.

## MATERIALS AND METHODS

### Animals

S89G-DMP1 knock-in point mutation mouse model was created with homologous recombination method by Beijing Biocytogen Co., Ltd, China. 

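The mouse Dmp1 gene (ENSMUSG00000029307) lies on the plus strand of chromosome 5 of GRCm38 from 104202613 to 104214102, and the GENCODE annotation gives it 6 exons and a protein of 503 residues. Exon 6, the last exon, runs from 104211640 to 104214102 (2463 bp), and its coding part ends at 104212968. Counted from the start methionine, residue 89 is a serine with the codon TCT at 104211724 to 104211726, within the reference sequence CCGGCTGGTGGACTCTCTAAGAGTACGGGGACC (104211709 to 104211741). The residue after it is a lysine. A serine followed by a glycine occurs 2 times in the protein, at residues 71 and 105. Residue 105 becomes residue 89 when the first 16 residues are left out of the count. Its codon AGT lies at 104211772 to 104211774, also in exon 6, within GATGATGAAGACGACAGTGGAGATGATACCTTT (104211757 to 104211789). The paper's text does not say from which residue positions are counted, so both serines are given. The deposited tables hold counts per gene and do not show which base the libraries carry at either codon.

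**Figure D3:**
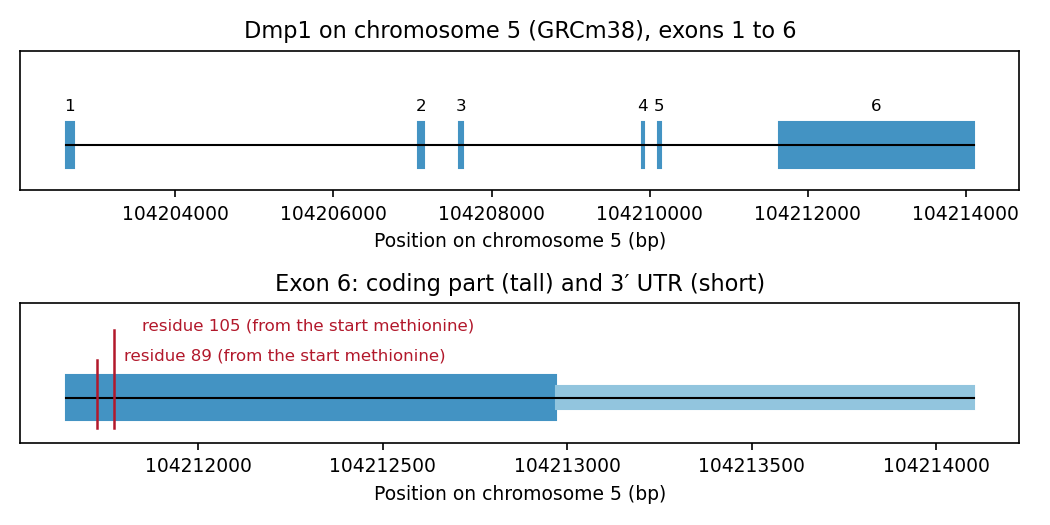
Map of Dmp1 on chromosome 5 of GRCm38 with its 6 exons (top) and of exon 6 alone (bottom), with positions in bp. The tall box in exon 6 is its coding part and the short box its 3′ UTR, and the red lines mark the codons of residues 89 and 105 counted from the start methionine, both near the 5′ end of the exon.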

In brief, the S89G mutation was introduced in exon 6 using an overlap extension-PCR method. Homology regions covering 6.6 kb upstream of Dmp1 exon 6 and 8.2 kb downstream of exon 6 were subcloned and FRT-flanked Neo resistance positive selection cassette was inserted into 179 bp downstream of exon 6. The targeting vector was transfected into C57BL/6J embryonic stem (ES) cells by electroporation. Eight positive clones were identified by Southern blotting with 5′ probe and 3′ probe. Three positive clones were injected into Balb/c blastocysts and implanted into pseudopregnant females. Five chimeric male mice were crossed with C57BL/6J females to obtain F1 mice carrying the recombined allele containing the S89G mutation and Neo selection cassette. The presence of the S89G mutation was further verified by sequencing. Heterozygous males were mated with B6.129S4-Gt (ROSA) 26-Sortm1 (FLP1) Dym/RainJ females (Jackson Laboratories), to remove the NEO cassette. Homozygous mutant mice were obtained by intercrossing the heterozygous littermates. Eight positive clones were selected, 3 pups were collected in first litter. Genotyping of S89G-DMP1 mouse primers used for S89G point mutation identification: Dmp1-Neo-F-primer, CGCATTGTCTGAGTAGGTGTC; R-primer, GGTTCTTACATGGGCAGGATAAGC. Transgene PCR product size: 306 bp.

DMP1-Tg mouse model was created with Gateway, a bacteriophage-based homologous recombination method by Cyagen Bioscience Inc. (Guangzhou, China). Briefly, we microinjected pRP.ExBi-nestin-Dmp1-IRES-eGFP DNA into mouse zygote to overexpress *Dmp1* with nestin promoter. Homozygous transgenic mice were obtained by inter-crossing heterozygous littermates with C57BL/6 background. Two male pups and 4 female pups were collected in first litter. Genotyping of DMP1 mouse-primers used for DMP1-Tg mouse identification: transgene PCR primer F1, AACTTTCCCCGGAGCATCCAC; transgene PCR primer R1, TCTGTACTGGCCTCTGTCGTA; internal control PCR primer F, CAACCACTTACAAGAGACCCGTA; internal control PCR primer R, GAGCCCTTAGAAATAACGTTCACC. Transgene PCR product size: 351 bp; internal control PCR product size: 632 bp.

Wild-type C57BL/6 mice were used as control. Pregnant mice were obtained following overnight mating (Day of vaginal plug was defined as embryonic day 0.5). All animals were raised in a specific pathogen-free (SPF) facility, under a 12 h:12 h day–night illumination cycle. For sacrificing mice, animals were killed by cervical dislocation after routine anesthesia. The animal care and use procedures were approved by the Animal Welfare Committee of School of Stomatology, Tongji University (Shanghai, China).

### Immunofluorescence

For immunofluorescence assay, mice received routine anesthesia were successively perfused with PBS and followed by 4% (*w*/*v*) paraformaldehyde (PFA). And then, tissues were post-fixed with 4% PFA at 4°C overnight, cryopreserved in 30% sucrose and frozen in TissueTek OCT (Sakura), and sectioned at a thickness of 10 μm. Tissue sections were permeabilized with 0.1% Triton X-100 in PBS and blocked with 3% donkey serum in PBS. For immunocytochemistry, coverslips plated with cells were washed with PBS twice and fixed with 4% PFA at room temperature for 20 min. After this, coverslips were permeabilized with 0.3% Triton X-100, blocked with 3% donkey serum, and processed to staining procedures. After incubation with the following primary antibodies, anti-N-DMP1 (1:200; monoclonal anti-N-DMP1 9B6.3 antibody, reported previously by Qin et al., 2006), anti-Tuj1 (1:500; R&D, MAB1195), anti-laminin (1:500; abcam, ab7463), anti-ZO1 (1:100; Invitrogen, 40-2200), anti-Ki67 (1:500; abcam, ab15580), anti-GFAP (1:1000; Dako, Z0334), anti-GFAP (1:1000; cell signaling), anti-AQP4 (1:500; Millipore, AB3594), and anti-BrdU (1:300; abcam, ab6326) at 4°C overnight, samples were then incubated with 647/568/488 Alexa Fluor-conjugated secondary antibodies (1:500, Invitrogen) and/or with lectin-FITC (Dylight, DL-1174) for 2 h at room temperature. Finally, slides were mounted in Fluoromount G (SouthernBiotech, 0100-01) and visualized by fluorescence, or confocal microscopy.

### Blood-brain barrier permeability assay

Control and transgenic mice were injected intraperitoneally with 2% Evans blue in saline at the concentration of 10 μl/g (of body weight) twelve hours before the mice were killed. Animals were perfused with saline before brains were collected and sectioned. BBB breakdown was revealed by visualizing Evans blue under the fluorescence microscope.

### Cell culture

Primary mouse astrocytes were isolated and cultured as described: mouse cortex from 3-month-old WT and S89G-DMP1 mice (both genders) were collected under aseptic conditions, followed by digestion with 2% papain in HBSS. After centrifugation, the pellet was re-suspended in HBSS and centrifuged at 200 ×*g* for 5 min. These vessels were sequentially filtered through 100-µm and 40-µm cell strainers. The single cells were plated into pre-coated plate, and then grown in DMEM supplemented with 10% FBS.

### RT-PCR

Total RNA was extracted from dissected tissues or cultured cells using Trizol reagent (Invitrogen, 15596-018), according to the manufacturer’s instructions. RNA was further purified by DNAse treatment and removal kit (Ambion, AM1906). Equal amount of total RNA was subjected to reverse transcription using SuperScript III First-Strand Synthesis kit (Invitrogen, 18080-051) as instructed. Real-time PCR was performed on a 7500 or Q7 real-time PCR system (Applied Biosystems) by using SYBR Premix Ex Taq with ROX (Takara, RR820B). For real-time PCR, primers used for gene expression are listed below: Dmp1, GGTGATTTGGCTGGGTC, TGTGGTCACTATTTGCCTGT; Gapdh, CCTCGTCCCGTAGACAAAATG, TCTCCACTTTGCCACTGCAA, Aqp4, TTTGGACCCGCAGTTAT, AAGGCGACGTTTGAGC;

The mRNA expression level was normalized to housekeeping gene GAPDH. Results are shown as mean ± SEM.

### Chondrointinase ABC (ChABC) treatment

Acidic proteins including DMP1 were extracted from whole brain and applied to a Q-Sepharose column to purify the DMP1 components by using a gradient of NaCl (0.1 to 1.2 mol/L). Protein samples were reconstituted with reaction buffer containing 50 mmol/L Tris-HCl, 60 mmol/L sodium acetate, pH = 8.0, 0.02% BSA; add 0.01 unit (1 µL) of chondrointinase ABC (sigma, C2905) per 30 µg protein. Incubate all the samples at 37°C for 2 h, dry the samples by SpeedVac and then reconstituted for SDS-PAGE.

### Western blot

Total protein concentration from the lysates was determined using the Bio-Rad protein assay kit. Equal amount of protein was loaded and separated in 10% or 12% SDS-PAGE, followed by transfer to PVDF membrane (Millipore). The membranes were then incubated with anti-N-DMP1 (1:1000; monoclonal anti-N-DMP1 9B6.3 antibody), anti-AQP4 (1:1000; Millipore, AB3594), anti-beta actin (1:2000; abcam, ab8227), anti-GAPDH (1:5000; abcam, ab128915) at 4°C overnight, followed by incubation with HRP-conjugated secondary antibodies (1:5000; Jackson Lab, 111-035-003 or 115-035-003). The proteins were visualized by Immobilon Western Chemiluminescent HRP Substrate (Millipore, WBKLS0100).

### The transmission electron microscope

3-month-old mice (both genders) were anaesthetized and perfused with PBS followed by physiological saline buffer containing 2% PFA and 2% glutaraldehyde. After perfusion, the cortex was dissected out and post-fixed with 2% glutaraldehyde overnight. Tissues were washed three times with phosphate buffer and post-fixed in 1% osmic acid, and then were washed three times with phosphate buffer and dehydrated with acetone. Tissues were placed in the EPON for 2 h and then incubated with pure resin at 68°C for 48 h to complete the polymerization. Next, tissues were cut into ultra-thin sections and stained with uranyl acetate and lead citrate for capture.

### RNA sequencing data analysis

The establishment of cDNA library and RNA sequencing were performed by Novogene Co., Ltd., Beijing. Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. All the downstream analyses were based on the clean data with high quality. Index of the reference genome was built using Bowtie v2.0.6 and paired-end clean reads were aligned to the reference genome using TopHat v2.0.9. RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene, considering the effect of sequencing depth and gene length for the reads count at the same time. All the differentially expressed genes were used for heatmap analysis and Kyoto encyclopedia of genes and genomes (KEGG) analysis. For KEGG analysis, a Q-value < 0.05 was used as the threshold to determine significant enrichment of the gene sets. RNA-seq data was deposited at GSE99784.

### Statistical analysis

Data were presented as mean ± SEM, and statistical differences were determined with unpaired Student’s *t*-test via SPSS 20.0.

## Electronic Supplementary Material

Below is the link to the electronic supplementary material.

Supplementary material 1 (PDF 733 kb)

Supplementary material 2 (PDF 76 kb)

Supplementary material 3 (XLSX 75 kb)

Supplementary material 4 (XLSX 10 kb)

Supplementary material 5 (XLSX 21 kb)

Supplementary material 6 (XLSX 11 kb)

How the deposited data were processed for this re-analysis (not part of the article)

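RNA sequencing of 8 samples was examined: 1 WT and 1 S89G-DMP1 library of primary cortical astrocytes, and 3 WT and 3 S89G-DMP1 libraries of neurosphere NSCs. The condition of each sample was taken from its label and from the paper's text, and 0 columns were left without a condition. The labels give an age of 10 weeks for these samples, and the paper's methods give 3 months for the mice used for astrocyte culture.

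For the astrocytes, the authors deposited raw counts of reads per gene and FPKM values, and for the NSCs raw counts and TPM values. The deposited astrocyte FPKM values are the counts divided by the total of the library and by 1 length per gene. In the deposited NSC TPM values, some well counted genes, such as Sox2, are listed at 0, so the counts were used for the main comparisons and the authors' FPKM and TPM values for alternatives. The methods describe removal of adapter, undetermined and low-quality reads and alignment with TopHat. The paper's text does not name the counting program, the genome build, or the test and threshold behind the RNA sequencing gene lists. Its general statement on statistics does not say whether it covers them.

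Counts were examined in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. NSC libraries were filtered with filterByExpr, scaled by TMM and compared with edgeR's quasi-likelihood test with genotype as the only term, at a Benjamini-Hochberg adjusted p of 0.05. Lists with at least 5 tested genes were compared with camera at a preset correlation of 0.01. For the astrocytes the main comparison used no test, and a binomial test on the reads, which covers counting error only, was tried as an alternative. Log2 ratios of TMM-scaled CPM with a prior count of 2 were computed for genes with at least 10 counts in either library, and the median of each list was placed among 10000 random lists of the same size and similar expression. A group with at most 3 counts in each of its libraries was set to 3 counts to give a lower bound of the fold. Between 2354615 and 2588130 reads were counted per NSC library, and 14008670 and 13016924 in the astrocyte libraries. Counting error in the NSCs therefore limits genes with few counts, such as Dmp1. For the astrocytes, counting error is the only error that the data give.

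The tests, thresholds, alternatives and the rule for which genes to name were set before the data were examined. Genes are named where the paper names them for the RNA sequencing, where they are called members of the laminin, integrin, collagen or CSPG families, where they are among the 5 largest increases or decreases of a comparison, or where they belong to a reported list. Other genes named in the closing section were chosen after their values were seen. KEGG and GO gene sets were not available, so 28 lists were written from general knowledge before the data were examined but after Tables 1 and 3 of the paper had been read. The lists are therefore not independent of the genes in those tables. Reported lists cover laminins, integrins, collagens, CSPGs, focal adhesion, TGF-beta and Wnt signaling, cell cycle, DNA replication, ribosomal proteins and sterol biosynthesis, and markers of astrocytes, neural progenitors, fibroblasts, mural cells, endothelial cells, midbrain and forebrain. The closing section also gives results for the lysosome, imprinted, mitochondrially encoded, neuron, Y-linked and microglia lists.

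Alternatives for the NSCs were DESeq2, RLE and upper-quartile factors, library size alone, no filter, at least 10 counts in every sample, limma on log2(TPM + 1) and log2(TPM + 0.1), thresholds of 1.5-fold and 2-fold, each library left out in turn, the replicate number as a block, camera with an estimated correlation, and fry. For the astrocytes they were library size alone, log2(FPKM + 1) and log2(FPKM + 0.1), a prior count of 0.5, at least 50 counts in either library, at least 10 counts in both, thresholds of 1.5-fold and 4-fold, a binomial test on the reads at an adjusted p of 0.005, and lists without fibroblast, mural and endothelial genes. Corrections for transcript length and GC content were added after the data had been seen. The NSC procedure was tested on simulated data with 200 changed genes, where it called 86 of 93 tested genes changed 2-fold, 65 of 100 tested genes changed by a log2 fold change of 0.5 and 8 of 10887 unchanged genes. The simulation drew each gene independently, with 1 spread for all genes taken from these libraries. It therefore does not cover variation between cultures, spread that differs by gene, or correlation between genes. Gene positions are those of GRCm38. Which base each library carries at the mutated codon was not examined, since the tables hold no reads.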

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

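The explanations in this part, and the values used to weigh them, were chosen after the results they examine had been seen. The list medians, their percentiles among random lists and the alternatives other than the length and GC corrections were set before. No difference between the cell types was itself tested.

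Dmp1 moved in opposite directions in the cell types, with a log2 fold change of -1.90 in S89G-DMP1 NSCs, lower in 3 of 3 libraries, and an increase of at least 34.9-fold in the S89G-DMP1 astrocyte library. Counting noise in a gene with few counts was weighed first. It is argued against by the size of the astrocyte fold, at 8.26 CPM against 0.158 CPM, and in the NSCs by libraries that do not overlap, which 10% of splits give by chance. A difference in the cells of the astrocyte cultures and an effect of the mutation both stay open, since each astrocyte genotype has 1 library.

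Wwc1 had a log2 fold change of -0.68 in S89G-DMP1 NSCs and a log2 ratio of 3.65 in astrocytes. The sterol biosynthesis list moved apart in the same way, with a median of 0.29 in NSCs, where all 21 genes were higher, and of -0.65 in astrocytes, where 17 of 21 were lower. Gene length and GC content bias between the NSC libraries may be weighed for the sterol genes, but with offsets for both the list still passed (adjusted p = 1.5e-20, camera with Benjamini-Hochberg adjustment, range of the alternatives 6.0e-30 to 0.010). The culture media, the cells in the astrocyte cultures and the mutation stay open as untested.

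The astrocyte libraries differ in markers of sex and of cell type, which the paper's text does not discuss. Its Table 1 lists 12 of the 16 astrocyte genes and 12 of the 18 fibroblast genes. The methods name mice of both genders for these cultures, without saying which gave each library. Xist had a log2 ratio of -7.51 (12172 counts in WT and 74 in S89G-DMP1), and Ddx3y was at least 374-fold higher in S89G-DMP1 (0 and 1277 counts), so the donors of the cultures may have differed in sex. The sex chromosomes held 3.56% of the genes changed at least 2-fold and 3.41% of the genes counted, so the sex chromosomes themselves hold few of the changes, while effects of sex on autosomal genes remain open. The astrocyte list was higher in S89G-DMP1 with a median of 3.27, and the fibroblast list lower with a median of -2.56 (95% confidence interval over its genes, not over cultures, -3.39 to 0.32). Gene length and GC content do not remove the former, whose median after their trend was taken out was 3.29.

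A candidate explanation for the lower fibroblast and higher astrocyte genes is that the WT culture held more fibroblast-like cells. Summed over the fibroblast list, expression was 6840 CPM in WT and 2316 CPM in S89G-DMP1, with Col3a1 at 1165 and 198 CPM and Dcn at 805 and 196 CPM. Of the 17 fibroblast genes counted, 12 were lower and 5 higher, and the list median lay at percentile 0 of random lists. Aldh1a2 (671 and 4.51 CPM) and Foxd1 (227 and 1.81 CPM) fell most. Col1a1, the most abundant gene of the list, differed little (2158 and 1562 CPM). Of the 18 fibroblast genes, 12 are in Table 1 of the paper, which had been read before the list was written, and 4 are also in the collagen or CSPG lists, as 12 of the 16 astrocyte genes are in Table 1. The median of -2.56 therefore cannot settle this explanation. The endothelial list was lower as well, at percentile 0.92 of random lists, and its sum went from 1142 CPM in WT to 122 CPM in S89G-DMP1, with Eng at 930 and 10.9 CPM and Cdh5 at 151 and 1.60 CPM. Endothelial cells as the source of these genes are argued against, since 3 of the 14 endothelial genes, Flt1 being the other, reached 10 CPM in WT, where Pecam1 had 1.26 CPM and Cldn5 0 counts. For mural cells the list median lay at percentile 8.01 of random lists, and at percentile 0.925 and 0.865 (median -0.81) with at least 50 counts in either library or 10 in both. Pdgfrb at 929 and 158 CPM in WT and S89G-DMP1, Rgs5 at 192 and 2.71 CPM, Myh11 at 31.8 and 2.57 CPM and Des at 29.9 and 1.18 CPM were lower, whereas Tagln differed little (1379 and 1300.2 CPM) and Acta2 was higher (723 and 2468 CPM), so mural cells stay open. Table 1 holds 5 of the 12 mural genes. Swapped labels of the astrocyte libraries cannot be excluded or shown either, since 6 of the 10 autosomal genes that separate the NSC genotypes at least 4-fold had the opposite direction in astrocytes, and such genes need not keep a direction between cell types. An effect of the mutation on astrocyte identity stays open as well. With 1 library per genotype these explanations cannot be told apart.

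Midbrain genes were higher in the S89G-DMP1 astrocyte library, with a median log2 ratio of 4.98 and a sum of 461 CPM against 15.2 CPM in WT. Their most abundant gene, En2, had 2 counts in WT and 1849 counts in S89G-DMP1. Tissue outside the forebrain in the S89G-DMP1 culture may be a source. The forebrain list had a median of 1.76, but its members went both ways, with Emx2 at -2.59 while Lhx2 was higher at 1.76, so that the list decides nothing.

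In NSCs, Uba1y was at least 20.8-fold lower in S89G-DMP1 and Gm13736 at least 9.19-fold higher, in all 3 libraries each. A lower share of male cells is argued against by 4 other Y-linked genes, whose median log2 fold change was 0.03. Genetic differences between the mouse lines outside the targeted locus may be a cause. Of these genes, 0 reached 10 counts in an astrocyte library, so the astrocytes cannot tell. Gm13736 is annotated as a processed pseudogene, so reads shared with related genes stay open too.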

How the results depend on the processing

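Under RLE factors, upper-quartile factors, library size alone, no filter, at least 10 counts in every sample and the length and GC offsets, between 757 and 840 genes were higher and between 872 and 1004 lower in S89G-DMP1 NSCs. Of the 1773 genes called in the main comparison, these settings shared 1768, 1765, 1756, 1595, 1670 and 1411, in that order, and the length and GC offsets called 445 of the down-regulated genes of Table 3 in place of 471. The 6 fits that each left out 1 library gave 571 to 733 higher and 770 to 926 lower genes, and called 325 to 333 up-regulated and 465 to 469 down-regulated genes of Table 3. Table 1 genes kept their direction in each astrocyte setting. The length and GC offsets were added after the data had been seen, and for the results below the cause was not tested unless it is given.

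DESeq2 called 348 higher and 503 lower genes. limma called 32 higher and 70 lower genes on log2(TPM + 1), and 32 and 71 on log2(TPM + 0.1), with 16 up-regulated and 56 or 57 down-regulated genes of Table 3. By construction, stricter fold thresholds left fewer genes: 130 higher and 322 lower at 1.5-fold, 49 and 109 at 2-fold, and 69 and 204 (1.5-fold) or 30 and 73 (2-fold) up- and down-regulated genes of Table 3.

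Camera with an estimated correlation gave an adjusted p (Benjamini-Hochberg adjustment over lists) of 0.165 for the focal adhesion and collagen lists, 0.0805 for the laminin and DNA replication lists and 0.164 for the ribosomal protein list, none of which then passed. The collagen list also failed with DESeq2's normalized counts (0.0988) and with the length and GC offsets (0.131). In the 6 fits without 1 library its adjusted p ranged from 0.0023 to 0.031. Lists whose direction reversed did not pass there. These were the CSPG (0.809) and Wnt (0.919) lists with the offsets, the neural progenitor (0.619 and 0.584), neuron (0.982 and 0.923) and imprinted (0.684 and 0.793) lists with limma on log2(TPM + 1) and log2(TPM + 0.1). The imprinted list lost its threshold in 5 of the 6 fits without 1 library, and the mitochondrially encoded list in 2. Among lists outside the families and pathways the paper names, 27 results changed, 21 of them weaker and the other 6 being the reversals just given for limma.

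Of all genes called in NSCs, the share with the same direction in astrocytes was 38.8% and 38.4% with TPM (+ 1 and + 0.1), 47.5% at 1.5-fold and 41.5% at 2-fold. For genes higher in NSCs it was 34.8% with both TPM settings and 78.0% when the astrocytes were scaled by library size, log2(FPKM + 1) or log2(FPKM + 0.1). For genes lower in NSCs it was 40.3% and 39.7% with TPM, 42.1% at 1.5-fold, 34.7% at 2-fold and 33.7% under those 3 astrocyte scalings, which raise the log2 ratio of all genes. The fits without 1 library gave 51.2% to 53.7% for all genes.

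In astrocytes, requiring 10 counts in both libraries left 1591 genes at least 2-fold higher, since genes near 0 in a library drop out. At 4-fold, 1354 were higher and 813 lower, at 1.5-fold 3327 were lower, and with log2(FPKM + 1) 1020 were lower. Scaling by library size and log2(FPKM + 0.1) moved the median of the TGF-beta list to 0.19 and 0.19, and that of the DNA replication list to 1.37 and 1.37. Under these and log2(FPKM + 1), the focal adhesion median was 0.11 and the ribosomal protein median 0.15, against -0.18 and -0.14. These scalings shift the median of all genes, which bears out the change of sign. A further 8 list medians moved.

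Dmp1 in NSCs no longer passed with limma on log2(TPM + 1) (-1.50) or log2(TPM + 0.1) (-1.92), and its log2 fold change ranged from -2.12 to -1.69 without 1 library. Sox2 reversed to -2.89 and -3.99 and Gm28438 to -3.06 and -4.16 with limma on log2(TPM + 1) and log2(TPM + 0.1), where Sox2 is listed at 0 in 5 of the 6 columns. Without S89G-DMP1 replicate 3, Cdh2 (0.0327) and Col4a1 (0.0017) reversed, and over the 6 fits they ranged from -0.0608 to 0.0327 and from -0.15 to 0.0017. Of the other results for single genes, 103 were weaker and 1 stronger in NSCs, and 87 moved in astrocytes.

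With the replicate block, which takes libraries with the same number as paired, 829 genes were higher and 1016 lower. The numbers do not pair the libraries: deviations of WT and S89G-DMP1 libraries with the same number had correlations across genes of 0.0279, -0.00994 and -0.0168.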

Differences from the paper's values

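In astrocytes, 2713 genes were at least 2-fold higher in S89G-DMP1 against the paper's 991, and 2010 at least 2-fold lower against the paper's 762. Of the alternatives set before the data were examined, the 4-fold threshold came within 1.5 times the paper's values for both, with 1354 higher and 813 lower genes, although the smallest fold among the genes of Table 1 was 2.00, and log2(FPKM + 1) for the lower genes alone (1020). The other alternatives did not. In NSCs, 792 genes were higher against the paper's 343, and 981 lower against the paper's 474. Among the alternatives set before the data were examined, DESeq2 came within 1.5 times for both, with 348 higher and 503 lower genes, and the 1.5-fold threshold for the lower genes alone (322). The other alternatives did not.

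Of the up-regulated genes in the paper's Table 3, 340 of 341 tested genes were called, and all 341 with no filter on low counts. Of the down-regulated genes in the paper's Table 1, 756 of 757 were at least 2-fold lower, and all 757 with a prior count of 0.5. Library size alone, log2(FPKM + 1) and log2(FPKM + 0.1) left 605, 592 and 603 of them at least 2-fold lower.

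The paper states that molecules of TGF-beta signaling were down-regulated in S89G-DMP1 astrocytes. The list of 45 genes had a median log2 ratio of -0.10, and 0.19 by library size alone, while its sum was 8445 CPM in WT and 4814 CPM in S89G-DMP1, with 12 genes at least 2-fold lower and 9 at least 2-fold higher. The paper places focal adhesion and ECM interaction among the down-regulated pathways. The focal adhesion list had a median of -0.18, and 0.11 by library size alone, while 13 of its genes were at least 2-fold lower and 3 at least 2-fold higher (12 and 6 by library size alone). For the laminin, integrin and collagen families the medians were 0.11, -0.22 and -0.15.

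In its discussion the paper states that glycosylation of DMP1 sustains CSPG expression and a more differentiated state of astrocytes. The CSPG list had a median log2 ratio of 2.27 in the S89G-DMP1 astrocyte library, while its summed expression was lower, at 2363 CPM against 7311 CPM in WT, with Bgn and Dcn lower. The 95% confidence interval of this median, -2.73 to 6.05, is the full range of its 8 genes and not a spread between cultures. The astrocyte list had a median of 3.27. The paper reports CSPGs as down-regulated in NSCs. Cspg4, Vcan and Ncan were lower, and Ptprz1 and Bcan higher. The paper describes changes of cell adhesion and cell proliferation genes in NSCs as maintained in astrocytes. All 36 cell cycle genes called higher in NSCs were also higher in astrocytes. Of the genes called lower in NSCs, 4 of 5 integrins and 11 of 15 focal adhesion genes were also lower in astrocytes (4 and 6 by library size alone), and 1 of 3 laminins and 1 of 3 CSPGs (0 and 0 by library size alone).

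The paper describes lower AQP4 expression in S89G-DMP1 NSCs and in astrocytes differentiated from them. It also describes lower AQP4 protein in cortex and lower Aqp4 mRNA in several brain regions of S89G-DMP1 mice. Aqp4 had 11, 3 and 12 counts in S89G-DMP1 NSCs and 3, 5 and 4 counts in WT NSCs, and in the primary astrocyte libraries 4051 counts in S89G-DMP1 and 8 in WT. In NSCs these counts were too low for a test. The astrocyte libraries have no replicates and differ in markers of sex and cell type. They come from primary cultures, not from differentiated NSCs or brain tissue. These counts therefore cannot decide the paper's AQP4 results.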

Other observations

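The count of splits and the camera tests of the lists at the preset correlation were planned before their results were seen. Apart from that count, the explanations weighed in this part were chosen after results had been seen, as were the length and GC offsets. Of the 10 splits of the 6 NSC libraries into 3 and 3, 1 gave as many called genes as the real one, the real split itself, with 1773 genes. The other 9 splits gave 0 genes each, with 234 to 362 genes at an unadjusted p under 0.05, against 3112 for the real split. With 10 splits the share cannot fall under 0.1. Replicates drawn from 1 culture per genotype may explain the small spread between libraries, since the closest pair of the same genotype differed by a chi-square per gene of 1.07. Every NSC library held both Xist (2718 to 3001 counts) and Ddx3y (45 to 77 counts), so each appears to hold cells of both sexes. The labels do not say how the triplicates were made, so differences between cultures and between genotypes cannot be told apart. If each genotype gave 1 culture, the p-values in NSCs cover the spread between libraries of that culture and not between mice.

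Gene length and GC content bias between the NSC libraries may be a cause of the list results. With offsets for both, the laminin, integrin, focal adhesion, cell cycle, DNA replication and ribosomal protein lists passed in the same direction, and the largest adjusted p among them was 0.0340, for the laminins (camera with Benjamini-Hochberg adjustment, median log2 fold change -0.25). The collagen list did not (adjusted p = 0.131, camera with Benjamini-Hochberg adjustment, median 0.03), so for it this bias stays open. In the paper's methods, the targeted embryonic stem cells and the females mated with the chimeras were of the same strain. DNA of another strain beside the targeted Dmp1 allele is therefore not expected from these steps. Within 10 Mb of Dmp1 lay 3 of the 158 genes called at 2-fold or more (1.90%), and 0.893% of the genes tested (Fisher's exact test, p = 0.168). Changes confined to this window therefore cannot account for most of these genes. The window does not cover differences between the mouse lines elsewhere in the genome, which stay open.

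A shared direction of change in the cell types was tested for genes higher and lower in NSCs apart. Of the higher genes, 60.9% were also higher in astrocytes, more than in random draws, and of the lower genes, 46.8% were also lower, fewer than in random draws (33.7% against 33.8% with the astrocytes scaled by library size alone). A shared direction may hold for the former, in which all 36 called cell cycle genes are included, but the share at a 2-fold threshold was 58.5%, against 61.0% in random draws. The 13 astrocyte genes tested in NSCs were higher as a list, with 9 higher and 4 lower, a median of 0.19 and 5 called higher and 1 lower (adjusted p = 1.4e-06, camera with Benjamini-Hochberg adjustment, 11 called when adjusted over the list alone). The astrocyte list did not pass with the estimated correlation (adjusted p = 0.0595, camera with Benjamini-Hochberg adjustment). More astrocyte-like cells with fewer progenitor cells could give higher astrocyte genes, but the 9 neural progenitor genes had a median of 0.10 and were not lower (adjusted p = 0.027, camera with Benjamini-Hochberg adjustment, 6 of 9 higher). The progenitor list did not pass as higher with the estimated correlation (adjusted p = 0.229) or with DESeq2's normalized counts (0.212, both camera with Benjamini-Hochberg adjustment).

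In NSCs, Gfap had 6, 2 and 5 counts in S89G-DMP1 and 0, 1 and 1 in WT, at least 1.49-fold higher, and Aqp4 was too low to be tested (exact permutation test, 2-sided, p = 0.3, where 0.1 is the smallest that 3 against 3 allow). Sox2 (log2 fold change 0.10), Nes (-0.11) and Tjp1 (0.15) were not called. Of the genes printed in Fig. 3I, 4 were tested in NSCs and 3 called, 2 of them lower, and of those in Fig. 3J, 9 were tested and 1, Itga8, was called. Xist was level between genotypes in NSCs, with 1153 ± 61.8 CPM (SD, n = 3) in WT and 1172 ± 16.3 CPM (SD, n = 3) in S89G-DMP1.

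Among the other lists tested in NSCs, the lysosome list was lower (23 of 29 genes, median -0.12), as were the imprinted (8 of 10 genes, median -0.20) and mitochondrially encoded (12 of 17 genes, median -0.17) lists, while the neuron and Y-linked lists passed with medians near 0 (0.04 and 0.02). None of these lists passed with the estimated correlation (adjusted p from 0.0805 to 0.345, camera with Benjamini-Hochberg adjustment). The neuron and Y-linked lists also failed with DESeq2's normalized counts (0.513 and 0.324, the same test). The mitochondrially encoded list failed with fry (adjusted p = 0.206). In astrocytes the ribosomal protein list had a median of -0.14 (percentile 78.1), which was 0.15 by library size alone and the microglia list one of 0.49.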
